A study of Mus musculus with 55 samples. Its data were reported in "Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth" (2016).

How the data were processed

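Methylation was measured by RRBS in 24 mouse livers and by LSBS in 31. For RRBS, the authors digested DNA with a restriction enzyme, bisulfite-treated the ligated fragments and aligned the reads to mm9 with Bismark. The authors deposited the RRBS values as a fraction of methylated reads for each cytosine and library, with no scaling between libraries. Cytosines read too rarely in a library have no value there, and the authors removed CpGs that lack a value in many libraries or are nearly unmethylated in all. In the deposited values at most 4 of 24 libraries lack a value at any CpG, and no CpG is under 10% in every library. For LSBS, the deposited values are percent methylation per CpG and liver, made by the authors from amplicon reads aligned to mm9. The authors' deposited tables also hold a p-value and q-value per CpG. The deposited difference of group means, on the scale of fractions, was treated here as a score made by the authors from their RRBS values. Read counts were not used here, so the depth behind single values is unknown.

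Groups were taken from the age in the sample labels. The LSBS table also has 830 values at 9 wk, which match no sample in the labels and were not used here. Its rows carry age and sex without a sample name and in another order for each CpG, so values of 1 liver could not be joined. The series names 7 RRBS libraries at 9 wk as taken from another study, by identifiers that match no sample used here, so they could not be told from the others, and 9 wk libraries were split only by when they were deposited. The same RRBS values at mm10 positions were not used here.

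Fractions were multiplied to percent. A CpG was tested if at least 80% of the libraries compared had a value and it was not under 10% in all of them. Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes on percent methylation, Benjamini-Hochberg adjustment over all CpGs tested), with only the 2 ages compared for RRBS and all 7 ages in 1 fit for LSBS. A CpG was called changed at an adjusted p up to 0.1 and a difference over 5 percentage points, and calls over 30 points were counted as well. Measures per library were compared by exact permutation tests of the difference of means, two-sided. The upper methylation level was the mode of a histogram of 1-point bins above 50%, smoothed with an SD of 2 bins. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

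All 270923 positions compared with the mm9 sequence (100%) were at a CpG, counted from 1. Genes, exons and introns came from GENCODE vM1 on the same build. Promoters were taken out of exons and both out of introns. Context was tested against 1000 draws matched on the number of CpGs within 200 bp each side, and gene lists against 10000 draws. A list counted as void when fewer than 80% of its members had a value.

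The tests were fixed before the data were examined, as was the rule for CpGs and regions named in the text. In each RRBS comparison these are the 2 CpGs with the largest gain and the 2 with the largest loss among those called, with a value in every library of both ages and ranges that do not overlap. Named regions are the 3 with the most CpGs in each direction, and named loci those with the largest gain, the largest loss and the smallest change. The alternatives covered the adjustment, the threshold, the variance estimate, the scale, the libraries in the fit, missing values, scaling between libraries, chromosomes, matching and single libraries left out.

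The RRBS and LSBS fits were tested on simulated data. For RRBS only groups of 5 and 10 libraries were simulated, as from E18.5 to 9 wk, so the comparisons with P1 were not tested. Of 20000 simulated RRBS CpGs, 18459 passed the filter and were tested. Of the 184 among these that had been changed by known amounts, 105 (57.1%) were called, with 5 unchanged CpGs called, 4.55% of calls. Of the 141 changed by 20 points or more, 74.5% were called. The share of changed CpGs simulated was far below the share called between E18.5 and 9 wk. The adjustment depends on this share, so these rates need not hold for the real fit. The fast fit differed from lmFit by at most 1.1e-13 at 300 CpGs. In the simulated LSBS values, 30 of 30 changed CpGs among 166 were called and 0 unchanged ones. Random draws of 5000 CpGs gave a context ratio of 1.02 for introns, and draws that favoured introns gave 1.44 where 1.49 had been put in. A random gene list had a p of 0.720, and the same list raised by 10 points had a p of 0.0002.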

Results

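DNA methylation was measured in livers of C57BL/6 mice from shortly before birth to adulthood, to ask how far, when and where in the genome methylation changes as the liver matures. Reduced representation bisulfite sequencing (RRBS) reads cytosines near the cutting sites of a restriction enzyme across the genome. It was applied to 5 livers of embryos shortly before birth (E18.5), 9 livers at postnatal day 1 (P1) and 10 livers at 9 wk of age. Locus-specific bisulfite sequencing (LSBS), which sequences PCR amplicons of bisulfite-treated DNA, was applied to 31 samples, 16 from females and 15 from males, at E18.5, P1, P5, P10, P15, P20 and 6 mo. The RRBS values covered 271325 CpG cytosines and the LSBS values 166 CpGs in 17 loci, all at mm9 coordinates. Read counts were not used here, so the depth behind each value is unknown and no confidence interval of a single value is given. The share of the 271325 CpGs without a value in a library ranged from 0 to 0.193% at E18.5, from 0.0158 to 14.6% at P1 and from 0.0214 to 40.9% at 9 wk. The titles of the P1 RRBS libraries also carry a tag of 6 months, whose meaning is not stated. Their age label reads P1 and was used.

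Over the 61732 CpGs with a value in every library, mean methylation per library was 63.7% ± 0.540 (SD, n = 5) at E18.5, 67.6% ± 1.61 (SD, n = 9) at P1 and 72.8% ± 0.259 (SD, n = 10) at 9 wk. The ranges of the 3 ages did not overlap. The difference was 9.13 points between E18.5 and 9 wk (exact permutation test, two-sided, p = 0.000333, the smallest this design can give; adjusted over 3 comparisons, 0.0004995). It was 3.88 points between E18.5 and P1 (exact permutation p = 0.0004995, adjusted 0.0004995) and 5.25 points between P1 and 9 wk (exact permutation p = 1.08e-05, adjusted 3.25e-05). The upper methylation level, the mode of CpGs above 50%, was 81.9% ± 0.548 (SD, n = 5) at E18.5 and 90.5% ± 5.55 (SD, n = 9) at P1. At 9 wk the mode lay in the last bin, at 99.5%, in all 10 libraries, where 16.1% ± 4.62 (SD, n = 10) of these CpGs had a value of exactly 100%. The same bin held the mode of P1 replicates 1 and 7, so this measure is limited at its upper end. They lacked the most CpGs at P1, 8.57 and 14.6%, whereas replicate 6, with a higher mean, had a mode of 91.5%. At 9 wk the share at exactly 100% was 7.19% in replicate 2, with the fewest missing CpGs, and 23.0% in replicate 9, with the most. Replicate 2 still had its mode in the last bin. The size of the rise in the mode may thus depend on missing values as well as on age. The mode rose by 17.6 points from E18.5 to 9 wk (exact permutation p = 0.000333, adjusted 0.000999). The alternative that moved this difference most was the 90th percentile in place of the mode, with 10.5 points. The 90th percentile is limited at its upper end too. It was 97.9% in 9 wk replicate 2 and 100% in every other 9 wk library. The mean of the 30431 of these CpGs that exceeded 80% on average over all libraries, a measure chosen after seeing the data, was 82.2% ± 0.570 (SD, n = 5), 86.8% ± 1.76 (SD, n = 9) and 92.7% ± 0.290 (SD, n = 10) at the 3 ages.

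**Figure D1:**
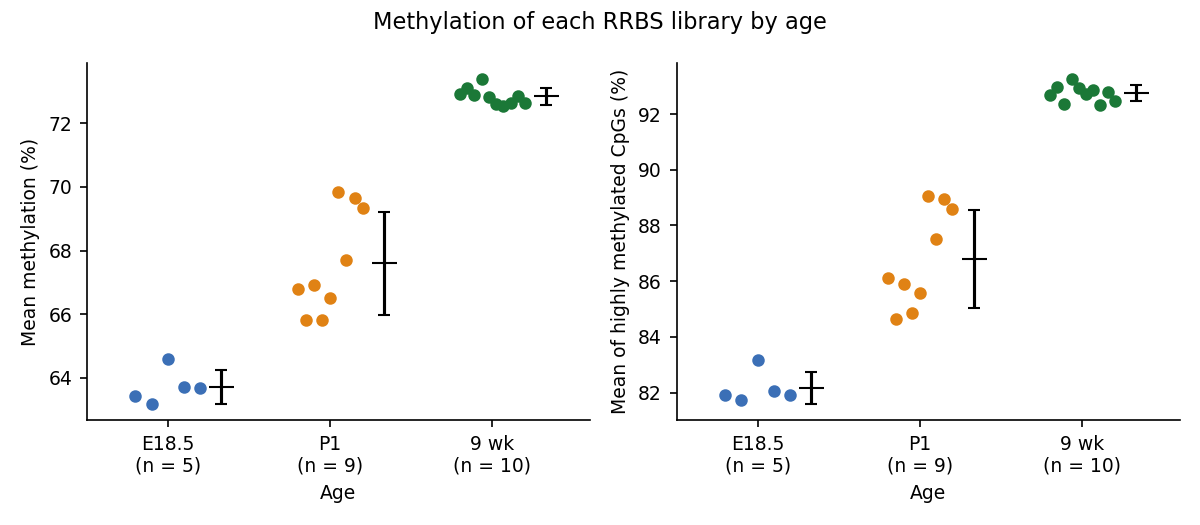
Mean methylation of the CpGs with a value in every library (left, in percent) and of those above 80% on average (right, in percent), by age; each point is 1 RRBS library and the bars give the mean and SD. The E18.5 libraries lie between 63.2 and 64.6%, the P1 libraries between 65.8 and 69.8% and the 9 wk libraries between 72.5 and 73.4% on the left; the vertical axes do not start at 0.

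Classical multidimensional scaling over the same CpGs placed 45.9% of the variance on the first coordinate. This coordinate separated the ages without overlap, with the P1 libraries nearer to E18.5. Its mean was -7.99 ± 0.525 (SD, n = 5) at E18.5, -4.75 ± 1.61 (SD, n = 9) at P1 and 8.27 ± 0.338 (SD, n = 10) at 9 wk. The difference between E18.5 and P1 had an exact permutation p of 0.0024975 (two-sided; adjusted over 3 comparisons, 0.0024975). With the 10000 most variable CpGs the first coordinate held 66.8%.

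Each CpG was then compared between E18.5 and 9 wk with limma on percent methylation. Of 249729 CpGs tested, 162168 changed by over 5 points at an adjusted p up to 0.1. Of these, 146042 gained and 16126 lost methylation, so 90.1% were gains. Over 30 points, 17314 CpGs changed, of which 11710 gained and 5604 lost (67.6% gains). The median change of all tested CpGs was 9.68 points without scaling. Dividing each library by its upper methylation level, which lay in the last bin in all 9 wk libraries, lowers the 9 wk values against E18.5 by construction. It gave 27708 gains and 89490 losses (23.6% gains), with a median change of -4.99 points. Dividing each by its mean over highly methylated CpGs, an alternative chosen after seeing the data, sets the rise of these CpGs to 0 by construction. It gave 43054 gains and 33553 losses (56.2% gains), with a median change of 0.524 points. Neither scaling tests the direction. The count that differed most from 162168 was 48068, among the 70279 CpGs with a value in every library compared. With Storey's q values in place of the Benjamini-Hochberg adjustment it was 200207. All 271325 CpGs of the table, an alternative chosen after seeing the data, gave 174022, of which 18865 changed over 30 points. The series names 7 libraries at 9 wk as taken from another study, but no label says which of the 10 libraries these are. The only split at hand was by deposit, with 7 of the 10 deposited first, together with those of E18.5 and P1, and 3 later. Between these 7 and 3, 0 of 201756 CpGs changed, and 15857 had an unadjusted p up to 0.05. The 2 deposits did differ in missing values. The 3 later libraries lacked 31.5 to 40.9% of CpGs, and the 7 deposited first 0.0214 to 17.9%. With only the 7 deposited first, an alternative chosen after seeing the data, 173435 CpGs changed from E18.5 to 9 wk and 104440 from P1.

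**Figure D2:**
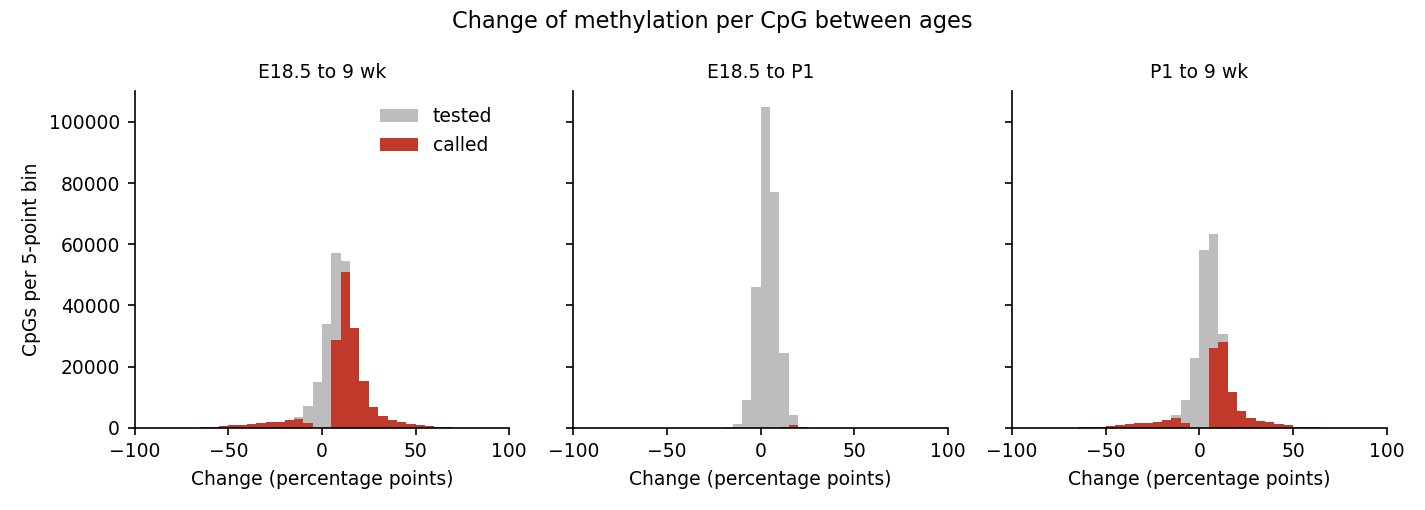
Number of CpGs (vertical axis, per bin of 5 points) by change in mean methylation between ages (horizontal axis, percentage points, later minus earlier age) for the 3 RRBS comparisons; grey bars are all CpGs tested and red bars those called changed. Calls number 162168 from E18.5 to 9 wk, 1480 from E18.5 to P1 and 97827 from P1 to 9 wk, and lie mostly to the right of 0.

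The change depended on the level at E18.5. The median change was 5.63 points at the 28300 CpGs under 20% at E18.5, 10.6 points from 20 to 40%, 11.9 points from 40 to 60%, 13.2 points from 60 to 80% and 7.86 points above 80%. CpGs on both strands of the same dinucleotide gave a check on the values. Over 10437 such pairs, the changes of the 2 strands had a Pearson's r of 0.910 across pairs, which are not independent replicates. Of the 5285 pairs in which both were called, 99.96% moved in the same direction.

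The CpGs named here had the largest changes among those with a value in every library of both ages and ranges that did not overlap. The largest gain was at chr15:100883819, outside genes and 62367 bp upstream of the start site of Ankrd33. It rose from 10.2% ± 4.79 (SD, n = 5) to 83.6% ± 9.13 (SD, n = 10), a difference of 73.3 points (SE 4.22, limma adjusted p = 2.66e-09). The cytosine lies at the centre of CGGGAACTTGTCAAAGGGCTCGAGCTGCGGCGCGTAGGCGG on the forward strand. The next gain was at chr8:123056879, in an intron of Gm20388 and 44113 bp downstream of the start site of Gse1, from 9.06% ± 2.95 (SD, n = 5) to 82.0% ± 8.58 (SD, n = 10). The largest losses were 2 neighbouring CpGs in coding exon 15 of Trmt1, at chr8:87223090 and chr8:87223084, which lie 2266 and 2272 bp upstream of the start site of Lyl1. The first fell from 85.2% ± 5.15 (SD, n = 5) to 10.0% ± 7.01 (SD, n = 10), a change of -75.2 points (SE 3.60, limma adjusted p = 9.45e-10). Its surrounding sequence is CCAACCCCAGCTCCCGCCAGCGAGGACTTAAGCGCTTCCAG. The second fell from 85.4% ± 4.49 (SD, n = 5) to 10.9% ± 9.48 (SD, n = 10).

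Runs of at least 5 neighbouring CpGs that all moved over 30 points in the same direction formed 549 regions, 345 with gains and 204 with losses, and held 3881 CpGs. A minimum of 3 CpGs moved this number most, to 1755. The gaining region with the most CpGs, 43, was at chr14:21514406-21514883 in coding exon 1 of Fut11, where methylation rose from 1.67% ± 0.584 (SD, n = 5) to 60.9% ± 6.01 (SD, n = 10). It was followed by a region of 42 CpGs in coding exon 7 of Zfp316 (chr5:144015992-144016993), from 10.5% ± 0.981 (SD, n = 5) to 67.9% ± 5.67 (SD, n = 10). The third, of 38 CpGs in coding exon 1 of Mn1 (chr5:111847781-111849036), rose from 17.9% ± 1.25 (SD, n = 5) to 74.5% ± 5.23 (SD, n = 10). Among losses, a region of 27 CpGs in coding exon 3 of 2700081O15Rik (chr19:7497465-7497833) went from 66.2% ± 4.04 (SD, n = 5) to 21.8% ± 4.46 (SD, n = 10). A region of 24 CpGs in coding exon 8 of Rasal3 (chr17:32533368-32533587) went from 55.2% ± 3.33 (SD, n = 5) to 8.73% ± 4.51 (SD, n = 10). One of 22 CpGs in coding exon 10 of Sipa1 (chr19:5654772-5654925) went from 69.2% ± 4.53 (SD, n = 5) to 26.6% ± 8.98 (SD, n = 10).

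To ask where in relation to genes these changes lie, the 17314 CpGs changed over 30 points were set against 1000 random draws of tested CpGs matched on local CpG count. Promoters, the 1000 bp upstream of a transcription start site, held 16581 tested CpGs, of which 8.52% changed. Their share among changed CpGs was 1.18 times that in the draws. The ratio was 0.955 for exons, 1.21 for introns and 0.802 outside genes. Each of these 4 had a permutation p of 0.001998, the smallest the draws can give (two-sided; adjusted over 12 tests, 0.00218). Neighbouring CpGs were drawn singly, so these p-values treat them as independent. The promoter and exon ratios depended on the matching. When draws were also matched on methylation at E18.5, an alternative chosen after seeing the data, they reversed, to 0.888 and 1.16. Gains and losses were also set against draws separately, and whether they differ was not tested. The promoter ratio was 1.20 among gains and 1.12 among losses, and with the second matching 0.764 and 1.52. The exon ratio was 0.898 among gains and 1.08 among losses, and with the second matching 1.21 and 1.09. The exon ratio among losses did not pass the threshold without matching on CpG count (1.01, permutation, adjusted p = 0.577) or with promoters of 2 kb (1.03, permutation, adjusted p = 0.340), nor did the promoter ratio among losses without matching on CpG count (1.07, permutation, adjusted p = 0.231). For CpGs changed over 5 points, the promoter ratio was 0.889 and the ratio outside genes 1.01, both reversed.

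Between E18.5 and P1, 1480 of 267997 CpGs changed by over 5 points at an adjusted p up to 0.1, of which 1448 gained and 32 lost. At an unadjusted p up to 0.05 there were 44159. Only 3 CpGs changed by over 30 points. The count of 1480 rested on the threshold and on single libraries. It was 1 without P1 replicate 9 and 1 to 2 without any 1 of the 5 E18.5 libraries. It was 1 at an adjusted p up to 0.05 and 10131 with Storey's q values. Dividing each library by its upper level left 1 gain and no loss. The CpG with the largest gain, chrX:64266474, went from 19.9% ± 19.2 (SD, n = 5) to 82.9% ± 2.67 (SD, n = 9; limma adjusted p = 0.000115). The 25 bp around it occur 2553 times in mm9, so its reads share this sequence with other places. The largest loss, at chr2:39388486, from 35.2% ± 20.4 (SD, n = 5) to 2.96% ± 0.872 (SD, n = 9; limma adjusted p = 0.0840), shares 29 bp with the sequence around the first. Both lie outside genes. The next gain, chr7:148979003 in coding exon 8 of Muc5ac, went from 37.9% ± 10.8 (SD, n = 5) to 65.6% ± 9.22 (SD, n = 9; limma adjusted p = 0.0840). The next loss, chr2:27613918 in an intron of Rxra, went from 54.0% ± 3.44 (SD, n = 5) to 32.2% ± 11.3 (SD, n = 9; limma adjusted p = 0.0877).

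Between P1 and 9 wk, 97827 of 227069 CpGs changed by over 5 points. Of these, 81924 gained and 15903 lost methylation (83.7% gains). Over 30 points, 11923 changed, 7077 upward and 4846 downward. Dividing by the upper level gave 40.6% gains, and dividing by the mean of highly methylated CpGs 57.3% gains. The count that differed most was 30050, among CpGs with a value in every library compared. The largest gain was at chr8:123056879 in Gm20388, which was at 9.30% ± 5.59 (SD, n = 9) at P1. The next, chr4:140803117 in coding exon 4 of Arhgef19, rose from 4.59% ± 2.79 (SD, n = 9) to 74.9% ± 15.6 (SD, n = 10), by 70.3 points (SE 4.88, limma adjusted p = 2.77e-10). The largest losses, chr2:164717636 and chr2:164717647, lie in untranslated exon 17 of Pcif1. The first fell from 83.6% ± 8.54 (SD, n = 9) to 6.95% ± 5.97 (SD, n = 10), a change of -76.6 points (SE 3.39, limma adjusted p = 1.28e-12).

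The 3 comparisons share libraries, so the position of P1 was set against held-out E18.5 libraries. Among 224343 CpGs tested in all 3, 10618 changed by over 30 points both from E18.5 to 9 wk and from P1 to 9 wk. Both of these comparisons use the same 9 wk libraries, none of which was held out, so this overlap was not tested. The position of a library between E18.5 and 9 wk was measured at CpGs called over 30 points in fits that each left out 1 E18.5 library. At CpGs that gained, the P1 libraries had covered 16.8% ± 7.71 (SD, n = 9) of the way, and the held-out E18.5 libraries 2.52% ± 2.56 (SD, n = 5). The difference had an exact permutation p of 0.00350 (two-sided; adjusted over 2 tests, 0.00699). At CpGs that lost, the values were 5.49% ± 3.70 (SD, n = 9) and 1.84% ± 1.66 (SD, n = 5), with an exact permutation p of 0.0549 (adjusted 0.0549), which does not pass 0.05. The mean of the P1 libraries moved in the direction of the 9 wk livers at 79.6 to 81.4% of these CpGs, against 48.9 to 64.7% for a single held-out E18.5 library.

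Of 4 gene lists fixed before the data were examined, only that of imprinted genes had values for at least 80% of its members, 18 of 19. From E18.5 to 9 wk, values were at hand for 5 of 8 genes in a list of qRT-PCR targets, 15 of 22 hepatocyte genes and 14 of 20 blood-forming genes, so the tests of these lists are void. These 3 lists were void in the other comparisons too. Per gene, the change was averaged over tested CpGs from 5 kb upstream to the gene end. From E18.5 to P1 the median change of imprinted genes was 0.261 points, against 3.32 points in 10000 random lists matched on CpG number. It lay below all of them (permutation p = 0.0002, the smallest the draws can give; adjusted over 3 tests, 0.0006), and 9 of the 18 genes rose. From E18.5 to 9 wk the median was 7.79 points, against 8.69 points in random lists (permutation p = 0.562). From P1 to 9 wk it was 6.54 points, against 5.12 points (permutation p = 0.253; adjusted 0.379).

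LSBS followed 17 loci over 7 ages. Its values carry age and sex but no sample name, so CpGs were tested singly, in 1 limma fit over all ages with 3 to 5 livers each. Between E18.5 and 6 mo, 53 of 166 CpGs changed by over 5 points at an adjusted p up to 0.1, 24 upward and 29 downward. The alternative that moved this most, an exact permutation test per CpG chosen after seeing the data, gave 50. The largest loss was at the 10 CpGs of Rxrg (chr1:169548431-169548578, in an untranslated exon), whose mean went from 67.2% at E18.5 to 12.7% at 6 mo. All 10 lost, by between -66.9 and -38.6 points (SE 1.00 to 2.18, largest limma adjusted p = 4.22e-19). The largest gain was at the 4 CpGs of Sftpa1 (chr14:41944972-41945081, 45 bp upstream of the start site), from 55.0 to 80.7%, with all 4 higher by 18.2 to 40.2 points (SE 0.949 to 1.68, largest limma adjusted p = 7.98e-13). The smallest change was at the 17 CpGs of Nr1h2 (chr7:51809249-51809413, in untranslated exon 1), from 0.597 to 0.650%, with no CpG called and a smallest limma adjusted p of 0.0929. The SD of a CpG between livers of 1 age was at most 8.07 points in Rxrg, 3.37 points in Sftpa1 and 1.17 points in Nr1h2.

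**Figure D3:**
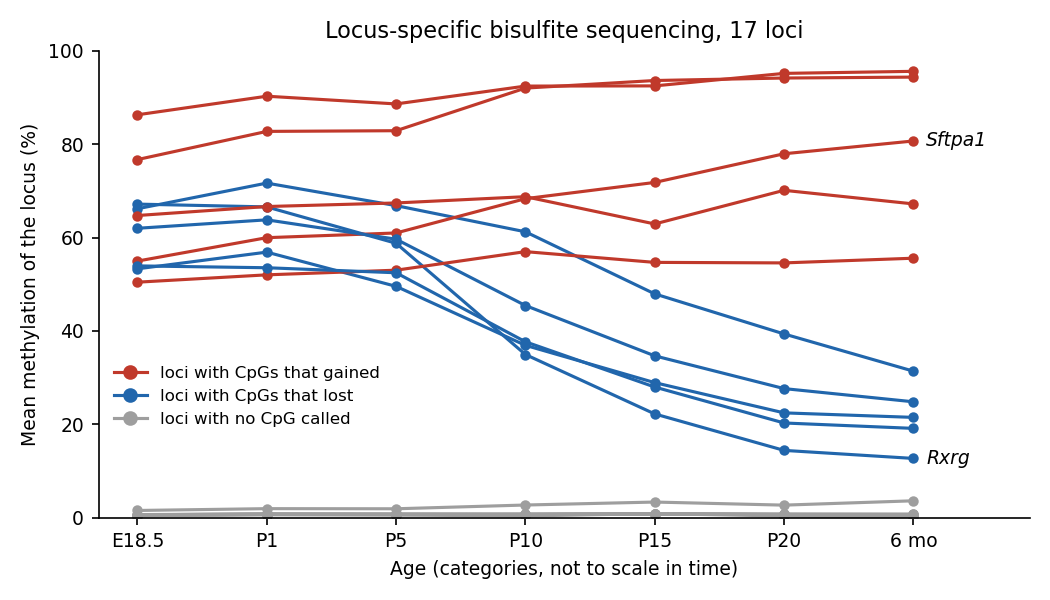
Mean methylation of each of the 17 LSBS loci (vertical axis, percent) at the 7 ages (horizontal axis, categories); each line is 1 locus, red where CpGs gained, blue where CpGs lost and grey where none was called between E18.5 and 6 mo. Rxrg falls from 67.2 to 12.7% and Sftpa1 rises from 55.0 to 80.7%; points are means over CpGs and livers, without error bars because livers cannot be followed across CpGs.

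To ask when these changes occur, consecutive ages were compared in the same fit. From E18.5 to P1, 10 CpGs changed, all upward, and from P1 to P5, 14 changed, all downward. From P5 to P10, 34 changed, 9 upward and 25 downward. From P10 to P15, 32 changed, 1 upward and 31 downward, and from P15 to P20, 38 changed, 12 upward and 26 downward. From P20 to 6 mo, 5 changed, all downward. The exact permutation test per CpG called 0 from P1 to P5, P10 to P15 and P20 to 6 mo, where 26, 35 and 23 CpGs had an unadjusted p up to 0.05. The smallest p this test can give from P10 to P15, with 4 and 3 livers, is 0.0286. At least 48 CpGs would have to reach it for a call, and 35 did. For the other 2 steps it is 0.00794, where 14 CpGs would be enough, and 13 and 8 reached it. The number of livers sets this smallest p, so 0 calls do not decide whether CpGs changed in these steps. It is not the only limit, as E18.5 to P1 has the same smallest p as the other 2 steps. There 26 CpGs reached it and 10 were called. Of the 53 CpGs that changed between E18.5 and 6 mo, 38 had their largest step between P5 and P10, which covered a median of 43.6% of the whole change. CpGs of 1 locus are not independent, so 38 is not a number of separate places. The livers held several cell types, and the paper's histology gives far fewer hematopoietic cells at P10 than at P5. A change of cell composition in this step was not told apart from a change within cells. At the 16 CpGs that averaged over 80%, in 3 loci, methylation rose from 82.7 to 94.4%, in all 16. At the 92 CpGs under 5% at every age, in 7 loci, it was 0.670% at E18.5 and 0.798% at 6 mo. Sex changed 0 of the 166 CpGs (limma with age and sex, smallest adjusted p = 0.692), and 6 had an unadjusted p up to 0.05. The largest difference between sexes was 2.94 points.

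Only 5 CpGs, 1 in Pck1 and 4 in Peg3, had values by both assays. At E18.5 and P1 they gave 10 tests, in which LSBS was higher in 9. The titles of 3 E18.5 samples carry the same number in both assays, so livers can be shared, whereas the tests treat the samples as independent. The largest difference was 11.9 points at chr7:6682990 at P1, where LSBS gave 53.1% ± 1.58 (SD, n = 5) and RRBS 41.2% ± 10.7 (SD, n = 9; exact permutation p = 0.0335, two-sided, adjusted over 10 tests 0.0837). An adjusted p up to 0.1 was reached in 4 of the 10, each at 0.0837, and in 0 when the least favourable of the LSBS samples or of the E18.5 RRBS libraries was left out of each, where 1 had an unadjusted p up to 0.05.

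The authors' deposited table for E18.5 to P1 lists 261317 CpGs, of which 6086 had a q value up to 0.1 and a difference over 5 points, 5936 upward. The authors' deposited table for P1 to 9 wk gives 150913 such CpGs, of which 125919 gained, and 15122 over 30 points. In the authors' deposited table of LSBS values, 99 of 166 CpGs had a q value up to 0.1 for change with age.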

Values the study reported

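The study reported an average of 40 reads at each CpG and sample for E18.5 and 9 wk. It stated that 214,709 of 271,325 CpGs, or 79%, changed by more than 5% between E18.5 and 9 wk, and that 18,863 changed by more than 30%. Gains made up 89% of the changes it counted. In promoters it counted 2293 CpGs, of which 5.3% changed by more than 30%, against 8.5% of all CpGs, a 1.60-fold depletion before CpG density was taken into account.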

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

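All tests in this part were chosen only after the result was seen, except that of few reads in 9 wk replicate 9. In 59 groups of 4 to 10 libraries the highest or lowest library was compared with the spread of the others, and 7 stood apart, where about 2.95 are expected by chance.

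P1 replicate 9 lacked a value at 91.7% of the 121 chromosome Y CpGs, where the other P1 libraries lacked 0 to 14.05%. Few reads in this library are argued against, since only 0.000741% of its autosomal CpGs had no value. It also stood apart at X CpGs that were low in the other libraries, with a mean of 36.1% against 9.73 to 12.7%. At these 108 CpGs it was the highest of all libraries at 65.7%, against 0.987% of low autosomal CpGs. The 108 CpGs lie at 78 places and the value was higher here at 76 of them. An earlier version of this test used the 202 X CpGs with a value in every library and found it highest at 0. Only 9 of those are low in the others, and 8 lie in 1 stretch at chrX:166435492-166435533, with 16.1% here and 16.5% in the others. A female liver may therefore be the source of both patterns, as a hypothesis found and tested on the same data. The labels used here give no sex for RRBS samples.

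In E18.5 replicate 3 the mean over highly methylated CpGs was 83.2%, above the 81.7 to 82.1% of the other E18.5 libraries. Few reads are argued against, as 0.000369% of its CpGs had no value. An upward shift of all values cannot be told apart from a liver further along. At CpGs that lost methylation by 9 wk, where a shift would place it behind the others, its position was 3.37% of the way, against -0.940 to 2.77% in the others. This goes against a shift, but lies within 2 SD of the mean of the other 4 libraries. At CpGs that gained it was 6.93%, against 0.882 to 2.64%, which either would give. A difference in age within E18.5 was not tested.

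In 9 wk replicate 9 the second coordinate of the scaling was 5.20, against -1.80 to 0.952 in the other 9 wk libraries. This library had the most missing CpGs, 40.9%. Its root mean square deviation from the other 9 wk libraries was 11.2 points, the largest of the 10, and its mean deviation 0.0217 points. Few reads may thus be a source. However, replicates 8 and 10 lacked 33.1 and 31.5% of CpGs and each deviated by 10.4 points. Their second coordinates were 0.348 and -1.80, which goes against few reads as the whole source of the coordinate. The mean of replicate 9 at 45 low X CpGs was 6.46%, against 10.7 to 13.4% in the others. That pattern had no test of its own, and no biological explanation was tested for either.

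E18.5 replicate 5 had no value at 0.193% of CpGs, against 0 to 0.00590% in the other E18.5 libraries. At chr2:39388486, which shares sequence with a repeated place, 9 wk replicate 2 had 22.9% methylation, against 1.96 to 10.3% in the other 9 wk libraries with a value. No technical or biological explanation was tested for these, and with 59 groups either can be a chance value.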

How the results depend on the processing

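Alternatives were set before the data were examined, with exceptions that were chosen only after the result was seen. These were the mean of highly methylated CpGs as a measure, scaling by it, Storey's q values without moderation and all CpGs of the table. Leaving out P1 replicate 9, the exact permutation test per LSBS CpG and matching on methylation were also among them. So were the 7 libraries at 9 wk deposited first. The cause was not tested for any change given here, except where fewer CpGs or libraries entered and for scaling. Scaling by the upper level lowers the later ages by construction, and scaling by the mean of highly methylated CpGs removes their rise, so neither tests the direction.

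From E18.5 to 9 wk, CpGs with a value in every library gave 48068 calls, 43377 gained, 4691 lost and 4630 over 30 points, with fewer CpGs tested. Scaling by the upper level gave 27708 gained and 89490 lost. Scaling by the mean of highly methylated CpGs gave 76607 calls, 43054 gained and 33553 lost. Leaving out each E18.5 library gave 123135 to 125739 calls, among 201988 to 202134 CpGs tested, against 249729 tested with all libraries.

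From P1 to 9 wk, CpGs with a value in every library gave 30050 calls, 25407 gained, 4643 lost and 3073 over 30 points. Scaling by the upper level gave 55669 calls, 22603 gained and 33066 lost, and scaling by the mean of highly methylated CpGs 52201 calls, of which 29888 gained. Without P1 replicate 9 there were 95253.

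From E18.5 to P1, Storey's q values gave 10131 calls, 9887 gained and 244 lost, and without moderation 8340, 8136 gained and 204 lost. All 3 ages in one fit gave 3342, 3285 gained and 57 lost. The logit scale gave 3, 1 gained and 2 lost. An adjusted p up to 0.05, scaling by the upper level and scaling by the mean of highly methylated CpGs each gave 1 call, a gain over 30 points, and 0 losses. Unadjusted p-values up to 0.05 numbered 44159, 29662 and 20945 there. The 6 fits that each left out 1 library, including P1 replicate 9, gave 1 to 2 calls, 1 to 1 gained, 0 to 1 lost and 1 to 2 over 30 points.

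For CpGs changed over 5 points, the ratio to random draws was 0.889 in promoters and 1.01 outside genes, both reversed, and 0.996 in exons, no longer past the threshold (permutation, adjusted p = 0.194). Among gains it reversed to 0.830 in promoters, 0.985 in introns and 1.04 outside genes, and among losses to 0.962 in exons. With matching on methylation at E18.5 it reversed to 0.888 in promoters and 1.16 in exons, and among gains to 0.764 and 1.21, while among losses promoters were at 1.52. With at least 3 CpGs there were 1755 regions, 1127 gaining and 628 losing.

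The exact permutation test per LSBS CpG gave 0 calls from P1 to P5, P10 to P15 and P20 to 6 mo, with 26, 35 and 23 at an unadjusted p up to 0.05. With the smallest p it can give, 48 CpGs would be needed from P10 to P15, where 35 reached it, and 14 in the other 2, where 13 and 8 did, so these counts say nothing of stability. LSBS against RRBS had 0 calls when the least favourable library was left out, with 1 at an unadjusted p up to 0.05. Of values that answer a comparison, 242 alternatives kept direction and side of the threshold or size, 72 moved, 4 reversed and 1 was weaker. Counts were judged by size alone, so the calls from E18.5 to 9 wk under scaling by the upper level are among those kept although their split into gains and losses changed. Of the others, 192 kept them, 6 reversed and 33 were weaker, among them 29 of the named CpGs from E18.5 to P1.

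No paired analysis was possible because LSBS values carry no sample name and the RRBS labels pair no livers across ages. For the same reason other splits of the LSBS samples were not counted, means per locus were not tested, and single males were the only livers that could be left out as such. Leaving out 1 value of each CpG at a time, whose liver is not named, 51 CpGs from E18.5 to 6 mo were called in every fit, against 53 with all values, and 27 from P15 to P20, against 38, the largest drop in these comparisons. Higher coverage minimums and count models were not run, since read counts were not used here. Using only the 7 libraries that the series names as from another study was not run, since no label says which they are. Gene lists with a window around the start site were void. The depth behind single values is unknown.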

Other observations

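Of the tests in this part, those of bisulfite conversion, library batches and shared E18.5 libraries were written before their results, and all others were chosen only after the result was seen.

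Other splits of the same libraries were fitted in the same way. From E18.5 to 9 wk, 1 of 100 drawn splits, the real one, gave as many calls, and the largest other gave 1008. From P1 to 9 wk it was 1 of 100, with 19211 in the largest other. From E18.5 to P1, 3 of 100 gave as many. The largest, with 10777 calls, set P1 replicates 1, 6, 7, 8 and 9 against the 5 E18.5 libraries and P1 replicates 2, 3, 4 and 5, which mixes age with differences among P1 libraries.

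Gains outnumbered losses between E18.5 and 9 wk. Incomplete bisulfite conversion would raise low CpGs most, and the median change of CpGs under 20% was 5.63 points, against 13.2 points from 60 to 80%, which argues against it as the whole cause. Fewer reads at 9 wk are argued against, since libraries with 0.0214 to 40.9% missing CpGs had means within 0.851 points. A level shift in the RRBS libraries alone cannot be told apart for the excess of gains, because 24 LSBS CpGs gained and 29 lost, at loci the study chose. For the rise of highly methylated CpGs it is argued against, as LSBS CpGs over 80% rose by 11.7 points. Libraries taken from another study cannot be told apart as a cause. The series names 7 such libraries, but no label says where the other 3 came from. The excess is not confined to some of the libraries, since all 10 at 9 wk show it. Among CpGs over 5 points from the E18.5 mean, 80.8 to 86.6% were higher in each library at 9 wk, against 43.0 to 66.9% in each E18.5 library set against the others. A difference between RRBS library batches that all 9 wk libraries share cannot be told apart by these values, since no label gives a batch across ages. The paper places E18.5 and 9 wk in one experiment and reports that samples within a cohort were randomized and handled together. That speaks against such a batch difference, but the series names 7 libraries at 9 wk as taken from another study. The paper's statement therefore does not settle it. In another cohort, followed to P20 and not used here, the paper reports the same rise of the maximum methylation level. It holds batch effects unlikely for that rise, which is not the same as the excess of gains. The first 7 and last 3 deposited at 9 wk gave 0 calls, with 15857 at an unadjusted p up to 0.05, which says nothing of E18.5. Age remains open beside these, and changes of cell composition and cell division with age, which the paper discusses, were not told apart.

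The P1 libraries differed in mean methylation, from 65.8 to 69.8%. An upward shift of all values would raise CpGs that lost methylation by 9 wk by 1 point for each point of the library mean. Over the 9 libraries the level at these CpGs changed by -0.536 points per point, and by -0.832 to -0.383 when any 1 was left out (exact permutation test against a shift, two-sided, p = 0.00305). This argues against a shift as the whole cause. Fewer reads are argued against, since at most 0.560% of CpGs were missing in replicates 6, 8 and 9, with the highest means. What the tag in their titles means stays open.

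At CpGs that gained by 9 wk, P1 lay between the other ages. Shared E18.5 libraries are argued against, as a held-out E18.5 library moved at most 6.93% of the way and the P1 libraries at least 9.18%. In LSBS, 10 CpGs gained from E18.5 to P1 and 14 lost from P1 to P5, with 1 in both. Chance values of the shared P1 samples are argued against, as the CpGs that gained were on average still 5.14 points higher at P5 than at E18.5, and 9 of 10 were higher.

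Promoters held 16581 tested CpGs here. That is higher than the value quoted from the study above. Of these, 8.52% changed over 30 points. That is higher than the value quoted from the study above. The share of promoters among changed CpGs, without matching on CpG density, was 1.23 times that in random draws. That is the opposite direction to the value quoted from the study above. The promoter sets are unlike, however. The paper used UCSC genes, and here promoters came from all transcripts of GENCODE vM1. These values therefore do not test the paper's depletion.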
